A study of Schizosaccharomyces pombe with 8 samples. Its data were reported in "Replication Origin Selection Regulates the Distribution of Meiotic Recombination" (2014).

How the data were processed

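Chromatin immunoprecipitation (ChIP) followed by microarray hybridization was carried out in *Schizosaccharomyces pombe* diploids carrying the temperature-sensitive *pat1-114* allele, which enter meiosis synchronously after a shift to 34°C. Cells had either been depleted of nitrogen (−N) or kept in nitrogen-rich medium (+N), and were taken at the start of premeiotic S phase, 2 h after the shift for −N and 30 min after it for +N. Antibodies against histone H3 and against H3 trimethylated at lysine 4 (H3K4Me3) were used. Each of the 4 groups (H3 −N, H3 +N, H3K4Me3 −N, H3K4Me3 +N) had 2 arrays, 8 in all, with 1 replicate number per array taken from the sample titles.

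Every array had 2 colours. Per the labels, the red channel held the ChIP DNA and the green channel its input DNA on all 8 arrays, both labelled with Alexa dyes. The paper describes the input as reciprocally labelled, which by itself leaves open whether dyes were swapped between arrays. The values argue against a swap on some of the arrays. Log2 of red over green at the 66 mitochondrial probes, relative to the nuclear level, lay between −4.53 and −2.79 on all 8 arrays. A swapped array would show the opposite sign. The labels were followed here. By them no array carried a dye swap, and a bias between the dyes could not be separated from enrichment. The ChIP DNA had been amplified with T7 RNA polymerase before labelling. The intensity values deposited by the authors came from Agilent Feature Extraction: the processed signals had been background-subtracted with a spatial detrend, detrended again over the array surface by multiplication, and dye-normalized with 1 linear factor per channel, with no lowess. On the 8 arrays, position on the array explained 96.4% to 99.0% of the variance of the ratio of processed to background-subtracted signal, and brightness explained 0.292% to 9.68%. A spot that was not above background held a surrogate value. The authors also deposited a table of log2 values for the same arrays, which equalled log2 of red over green processed signal to 4 decimals, was not centred between arrays, lacked the 66 mitochondrial probes and kept spots that Feature Extraction had marked as outliers.

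Each array had 45220 spots with 42707 probes, of which 42641 were nuclear. The 5402 nuclear probes (12.7%) marked as an outlier on any of the 8 arrays were left out, most of them on slide 2, where the arrays had 505 to 3181 such probes against 49 to 1511 on slide 1. This left 37239 probes. The median spacing was 265 bp over all 42641 nuclear probes. Saturated spots were kept. Log2 of red over green processed signal was taken per probe, centred on the median of each array, and averaged over 5 consecutive probes along a chromosome, which gave 37227 overlapping windows. This running mean of log2 ratios is the geometric mean over 5 probes that the study's methods describe. No pair of arrays shared a ratio at any of the 37239 probes.

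The build of the probe coordinates is not stated, and coordinates are given as the probes carry them. They were compared with a reference assembly (ASM294v3) through the correlation of probe length with the GC content of the reference at the given position, in segments of 250 kb. In 43 of 51 segments the correlation was highest with no shift and lay between −0.67 and −0.49. The other 8 segments, all on chromosome I beyond position 3750000, had a correlation between −0.06 and 0.01 as given and needed a shift of 6140 to 6160 bp. Nothing was converted: the annotation was used for chromosomes II and III and for chromosome I up to position 3750000, which held 85.8% of the nuclear probes and 4365 of 5113 protein-coding genes. A gene's value was the mean over its probes from 250 bp upstream to 750 bp downstream of its 5′ end, and 4276 genes had such a value. All 28 probes with more than 1 copy in the reference were kept, and left out as an alternative.

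Differences between +N and −N were tested per window and per gene with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), separately for each antibody, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. An interaction fit over all 8 arrays tested whether the H3K4Me3 change differed from the H3 change. The spread between conditions was compared with that between replicates as the ratio of the root mean square (RMS) difference over the 4 pairs of a +N and a −N array to that over the 2 replicate pairs, which does not allow for the slide. Peaks followed the criteria of the study's methods, which average the replicates and match the baselines of the conditions. Here the replicates were averaged as log2 ratios and the ratios were centred on the array median, with no further matching of baselines. A peak was a window with a ratio of at least 1 for H3 or 1.5 for H3K4Me3 that exceeded the 8 windows on each side, peaks under 8 probes apart were matched, and peaks that were unmatched or differed at least 2-fold were counted. Peak values were also summed per array in 64 bins of 200 kb that did not overlap, and the sums were tested with limma. For 4 gene lists, camera (preset correlation 0.01) tested whether the list's change differed from that of the other genes, adjusted over 8 tests. The mean log2 ratio at gene 5′ ends minus that over the rest of the gene was compared with a two-sided exact permutation test. Groups, tests, thresholds, lists, the rule for the windows named and most of the alternatives were fixed before the data were examined. That rule took, for each antibody, the 3 largest increases and the 3 largest decreases among windows past the threshold whose 4 array pairs all went the same way, 1 per stretch of overlapping windows, or among all windows whose 4 pairs went the same way if none passed.

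All 4 arrays with replicate number 1 were on 1 slide and all 4 with number 2 on another (slide 1 and slide 2), so the replicate number is also the slide and both conditions were hybridized on each slide. The number therefore pairs arrays through a shared slide. Replicate 1 minus replicate 2 correlated over windows between −N and +N with r = 0.21 for H3 and 0.65 for H3K4Me3. The fit with the replicate number as a block was run for every test and is given where it changed a count. In that fit only 1 residual degree of freedom per window remained, and limma replaced the separate variances by 1 pooled value, so that every H3 window had a standard error of 0.19 and every H3K4Me3 window one of 0.24. Neighbouring windows also share probes, so that a count of windows is not a count of separate sites.

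Signal over background differed between the slides. The median ChIP signal after background subtraction was 966 to 3431 on slide 1 and 896 to 2978 on slide 2. Negative-control spots had a net ChIP signal of 1390 to 1574 on slide 1 and of 167 to 255 on slide 2, and 44.6% to 89.2% of spots on slide 1 but 90.2% to 98.5% on slide 2 were well above background in the ChIP channel. In the input channel 97.1% to 99.6% were. With 2 arrays per group, the number of arrays limits the precision.

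The scripts were tested on simulated data with known changes. Windows were drawn from the mean of each probe and from spreads that were the same for all probes of an antibody. Of 200 stretches with a change of 1 on the log2 scale, the fit recovered 199 for H3, with or without the block. For H3K4Me3 it recovered 0 without the block and 128 with it. Of 200 stretches with a change of 2, all 200 were recovered for both antibodies. Peaks planted in a flat profile with little noise were found in 200 of 200 cases, and the matching of peaks between profiles was not tested. Changed bins were found in 16 of 16 cases, in made-up values with a shift far above their spread. Neither check tells what size of peak or bin change could be found on these arrays.

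The alternatives were other signals (limma normexp with an offset of 50, with and without loess, background-subtracted signals, and the deposited log2 table), no centring, centring on the 10th percentile, quantile normalization, leaving out dim or multi-copy probes, single probes and 9-probe or non-overlapping windows, other settings for peaks, bins, genes and set tests, a shared spread over all 8 arrays, a trended robust prior, the replicate number or the slide as a block, and leaving out each array. The normexp alternative used median foreground and median background signals. Alternatives that combine the block with another signal, leave out chromosome ends and centromeres, or average replicates as ratios were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9.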

Results

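Genome-wide profiles of histone H3 and of H3 trimethylated at lysine 4 (H3K4Me3) were measured by ChIP-on-chip at the start of premeiotic S phase in *pat1-114* diploids of fission yeast. This mutation allows meiosis to be induced by a temperature shift. Cells starved of nitrogen (−N) and cells kept in nitrogen-rich medium (+N) could thus be sampled at the same stage. Per the paper, +N cells were treated with the mating pheromone M-factor before the shift. The −N cells were starved and then re-fed nitrogen. A difference between +N and −N can therefore come from the pheromone as well as from nitrogen, here and below. Each antibody was hybridized against input DNA on 2 arrays per condition, and 37239 nuclear probes were used. Both conditions of replicate 1 were on slide 1 and both conditions of replicate 2 on slide 2. The 44.6% to 89.2% of spots well above background in the ChIP channel on slide 1 compare with 90.2% to 98.5% on slide 2, so that a low ratio on slide 1 more often rests on a signal near background. All ratios are log2 of ChIP over input, centred on the median of each array.

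Mitochondrial DNA, which carries no nucleosomes, served as a background level. Over 66 mitochondrial probes, the log2 ratio relative to the nuclear level was −4.53 to −3.80 on the 4 H3 arrays and −3.70 to −2.79 on the 4 H3K4Me3 arrays. Replicate profiles were correlated over the 37227 windows of 5 probes. Pearson's r was 0.893 between the H3 −N replicates and 0.852 between the H3 +N replicates, and 0.941 and 0.915 for H3K4Me3 in the same order. These are correlations over windows, which are not independent. The SD of the H3 windows was 0.64 in +N replicate 1 and 0.46 to 0.52 on the other 3 H3 arrays. For H3K4Me3 it was 1.47 in +N replicate 2 and 1.18 to 1.29 on the others.

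The distribution of both marks around gene 5′ ends was determined first. The mean H3K4Me3 log2 ratio was highest 150 bp downstream of the 5′ end on all 4 arrays, where it was between 2.26 and 3.16. H3 was lowest 50 or 150 bp upstream of the 5′ end, at −1.20 in +N replicate 1 and between −0.93 and −0.84 on the other 3 arrays. The excess of the 5′ end (250 bp upstream to 750 bp downstream) over the rest of the gene was 2.81 ± 0.54 for H3K4Me3 in +N and 2.39 ± 0.24 in −N (SD, n = 2 arrays). The difference of 0.41 was about the pooled SD of 0.42 (two-sided exact permutation test, p = 0.667), and it was 0.20 on slide 1 and 0.63 on slide 2. The alternatives that moved it most leave out 1 of the +N arrays: without H3K4Me3 +N replicate 2 the difference was 0.03, and without +N replicate 1 it was 0.80. For H3, the excess was −0.52 ± 0.14 in +N and −0.51 ± 0.07 in −N (SD, n = 2 arrays), and the difference of −0.02 (exact permutation p = 1) changed sign between the slides, with −0.07 on slide 1 and 0.03 on slide 2. It was also positive after quantile normalization (0.04). With 2 arrays against 2, the smallest p this test can reach is 0.333.

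**Figure D1:**
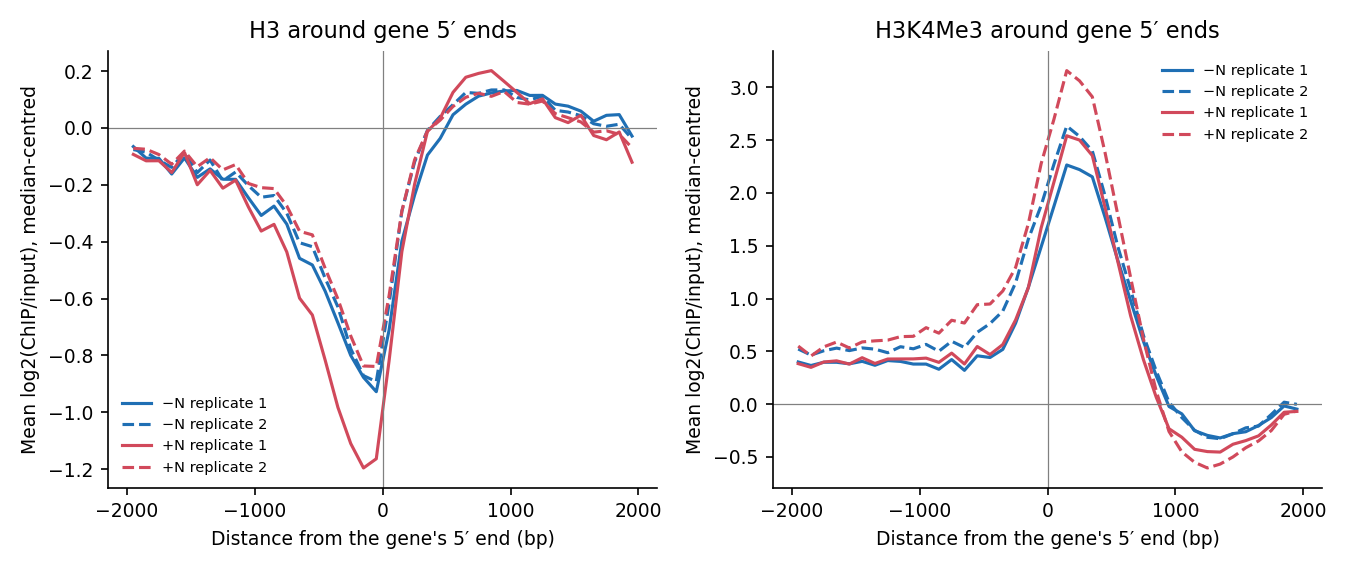
Mean log2 ratio of ChIP over input, centred on the array median, against distance from the 5′ end of protein-coding genes in bp, for H3 (left) and H3K4Me3 (right), with 1 line per array (−N blue, +N red, replicate 1 solid, replicate 2 dashed). H3K4Me3 peaks at 150 bp on all 4 arrays, highest in +N replicate 2 (3.16), and the H3 trough is deepest in +N replicate 1 (−1.20).

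The question behind the comparison of −N with +N is whether the chromatin in which premeiotic replication and recombination take place differs between the conditions. Over all windows, the RMS difference between a +N and a −N array was 0.28 for H3, against 0.30 between replicates, a ratio of 0.944. For H3K4Me3 the values were 0.53 and 0.55, a ratio of 0.977. These ratios do not allow for the slide, since replicates were always on different slides and +N and −N arrays only in 2 of 4 pairs. On different slides, +N and −N differed by 0.24 and 0.34 for H3, against 0.23 and 0.35 between replicates, and by 0.57 and 0.66 for H3K4Me3, against 0.45 and 0.63. With the slides alike, the conditions thus differed about as much as replicates in H3 and somewhat more in H3K4Me3, over 2 pairs of each kind that share arrays. Of the other ways to pair the 4 arrays, contrasting the slides gave a higher ratio, 1.12 for H3 and 1.33 for H3K4Me3, and the crossed split gave 0.952 and 0.804. Within a slide, +N and −N differed by an RMS of 0.27 for H3 and 0.44 for H3K4Me3. The H3 ratio depended on 1 array: without H3 +N replicate 2 it was 1.45. This leaves +N replicate 1 alone to stand for +N, the most distant H3 array. It differed from the others by 0.34 to 0.35, while those differed among themselves by 0.17 to 0.24. Without H3K4Me3 +N replicate 1, the H3K4Me3 ratio was 1.26.

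**Figure D2:**
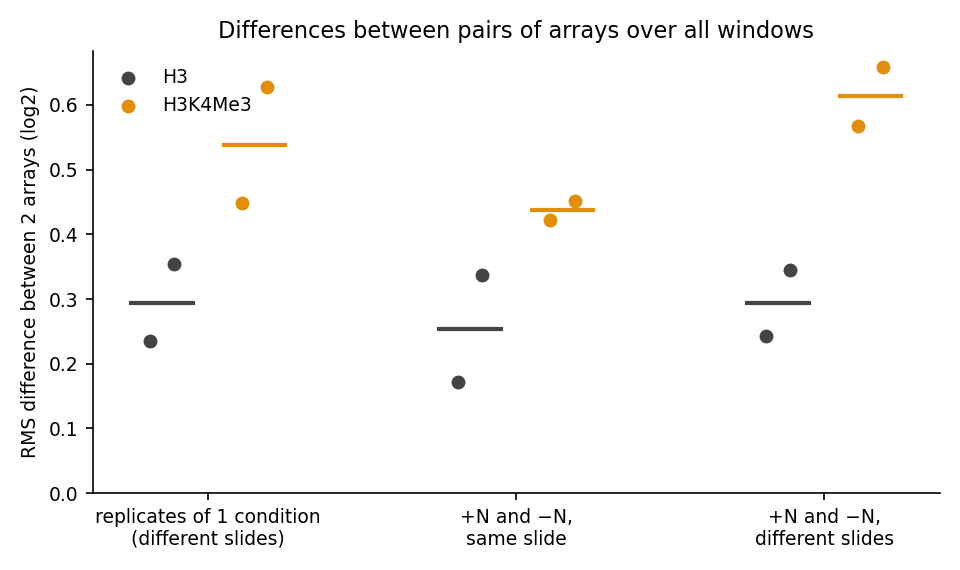
RMS difference over all windows (log2) between 2 arrays of 1 antibody, grouped by whether the arrays are replicates, +N and −N on 1 slide, or +N and −N on different slides, with a point per pair and a line at the mean. H3K4Me3 arrays of different conditions differ by 0.42 and 0.45 on 1 slide and by 0.57 and 0.66 on different slides, and replicates, always on different slides, by 0.45 and 0.63.

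No window passed the threshold for either antibody in the limma fit. For H3, 0 of 37227 windows passed, 835 had an unadjusted p under 0.05 (2.24%) and the smallest adjusted p was 0.689. For H3K4Me3, 0 passed, 1585 had an unadjusted p under 0.05 (4.26%) and the smallest adjusted p was 0.974. With the replicate number, and hence the slide, as a block, limma called 52 H3 windows (2 higher and 50 lower in +N), of which 13 changed at least 2-fold, and 2035 H3K4Me3 windows (1091 higher and 944 lower), of which 310 did. The unadjusted p was under 0.05 in 1729 H3 and 7567 H3K4Me3 windows of the block fit. This fit rests on 1 pooled standard error for all windows of an antibody. The split of the arrays by slide, without a block, called 0 H3 and 670 H3K4Me3 windows. The crossed split called 0 for both antibodies with and without the block, with an unadjusted p under 0.05 in 840 H3 and 16 H3K4Me3 windows without it and in 2139 and 125 with it. With the block, each of these splits has the contrast of the other as its residual, so that the crossed split is not a separate control for the calls. A change of 1 on the log2 scale was detectable in simulated H3 windows without the block but not in H3K4Me3 windows, where the block was needed. These simulations held 200 changed stretches at once. On the real arrays, limma without the block did not call an H3 change of −1.47 at *nmt1* (adjusted p 0.689). Nor did it call an H3K4Me3 change of −2.15 at *adh1* (adjusted p 0.974). The simulations thus do not show that a few changes of such size would be called. The alternative that moved the H3 count most left out H3 +N replicate 2, which gave 503 windows (69 higher and 434 lower).

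The test of whether H3K4Me3 changed differently from H3 called 0 windows in limma without and with the block. The unadjusted p was under 0.05 in 1421 windows without it and in 2890 with the block, and the smallest adjusted p was 0.994 and 0.224.

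Whether the slides showed the same differences was examined directly. The +N minus −N differences of slide 1 and slide 2 correlated over windows with r = −0.02 for H3 and r = 0.42 for H3K4Me3, against −0.22 and −0.26 for the crossed pairs of arrays, which also carry the difference between slides. The difference had the same sign on both slides in 48.1% of H3 windows and 63.4% of H3K4Me3 windows. For H3, 178 windows differed at least 2-fold on slide 1, 12 on slide 2 and 7 on both in the same direction. For H3K4Me3, 891 did on slide 1, 857 on slide 2 and 134 on both in the same direction, and 0 went in opposite directions for either antibody.

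The windows named here had the largest changes among those in which all 4 pairs of a +N and a −N array went the same way, which held for 10581 H3 windows (28.4%) and 12603 H3K4Me3 windows (33.9%). No change of this kind passed the threshold without the block. For H3, the largest increase was on chromosome II from 199131 to 200222, which overlaps *fbp1*, with −0.38 ± 0.26 in +N and −1.24 ± 0.01 in −N (SD, n = 2), a change of 0.86 (SE 0.19). Increases of 0.66 and 0.63 followed on chromosome I from 4103332 to 4104500, a part that was not compared with the annotation, and on chromosome III from 443053 to 444517 at *mdj1*. The increase was 0.89 on slide 1 and 0.43 on slide 2 at the first of these, 1.13 and 0.14 at *mdj1*, and 1.06 and 0.67 at *fbp1*. The largest H3 decrease was on chromosome III from 1838014 to 1839124 at *nmt1*, with −2.29 ± 0.42 in +N and −0.82 ± 0.17 in −N (SD, n = 2), a change of −1.47 (SE 0.22), although only 12 of its 20 ChIP measurements were well above background. H3 also fell by 1.26 on chromosome II from 1307453 to 1309006, over the noncoding genes *mamRNA* and *snoU14*, and by 1.02 on chromosome II from 2201799 to 2202975 at *eno101*. The fall at *mamRNA* and *snoU14*, with 14 of 20 ChIP measurements well above background, was uneven, at −2.09 on slide 1 and −0.44 on slide 2, while the differences were −1.65 and −1.29 at *nmt1* and −1.02 and −1.01 at *eno101*. The adjusted p was 0.689 at *nmt1*, 0.844 at *eno101* and 1.00 at the other 4 windows. In the block fit it was 4.3e-10 at *nmt1*, 2.4e-07 on chromosome II from 1307453, 3.0e-04 at *eno101* and 0.00798 at *fbp1*, and 0.174 and 0.251 for the increases on chromosomes I and III.

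For H3K4Me3, the largest increase was on chromosome II from 308599 to 310547, which overlaps SPBC1773.12 and SPBC1773.13, with 1.64 ± 0.59 in +N and −0.26 ± 0.44 in −N (SD, n = 2), a change of 1.90 (SE 0.38). It was followed by 1.79 on chromosome I from 134967 to 136199 at SPAC11D3.14C and 1.65 on chromosome III from 1711953 to 1713052 at SPCC191.05C. The largest decrease was on chromosome III from 1591272 to 1592843 at *adh1*, with −0.75 ± 0.51 in +N and 1.40 ± 0.31 in −N (SD, n = 2), a change of −2.15 (SE 0.35). The mark also fell by 2.00 on chromosome II from 2201413 to 2202748 at *eno101* and by 1.83 on chromosome II from 4158351 to 4159449 at *pgk1*. At *pgk1* the difference was −2.78 on slide 1 and −0.88 on slide 2, while at *eno101* it was −2.03 and −1.97. It was 1.79 and 2.00 at SPBC1773.12, 1.87 and 1.71 at SPAC11D3.14C, 1.42 and 1.89 at SPCC191.05C, and −2.29 and −2.01 at *adh1*. At least 14 of 20 ChIP measurements were well above background at each of these 6 windows. The adjusted p was 0.974 at all 6 windows, and with the block between 2.6e-15 and 6.1e-09. The window at SPAC11D3.14C lies 100 to 200 kb from a chromosome end, a distance at which input DNA of +N replicate 2 was higher than that of −N replicate 2 by 0.45 on the H3 array, averaged over all ends, and 0.46 on the H3K4Me3 array. The sign of all 12 changes was the same in every alternative that keeps all arrays and gave a value for them.

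The same test was run on values per gene, taken at the 5′ end. Of 4276 genes, limma called 0 for H3 (smallest adjusted p 1.00) and 2 for H3K4Me3, and with the block 2 (0 higher and 2 lower) and 203 (164 higher and 39 lower). The 2 genes called for H3K4Me3 without the block were named after their values were seen. At *pgk1* (3 probes), the log2 ratio was 2.41 and 2.06 in −N and −0.62 and 0.40 in +N, a change of −2.34 (SE 0.44, adjusted p 0.0209). At *ppk1* (chromosome I, 1907055 to 1911747), the change of −2.48 (SE 0.51, adjusted p 0.0385) rests on 1 probe. The median change over all genes was 0.25 for H3K4Me3 and moved with the scaling, from 0.05 after quantile normalization to 0.47 after centring on the 10th percentile. For H3 it was −0.01 and 0.15 after centring on the 10th percentile.

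Peaks were compared by the study's criteria, on profiles averaged over replicates. Single arrays had 1923.5 ± 13.4 H3 peaks in −N and 1950.0 ± 18.4 in +N (SD, n = 2), and 1905.0 ± 29.7 H3K4Me3 peaks in −N and 1917.5 ± 48.8 in +N (SD, n = 2). Of 1952 H3 peaks in +N and 1929 in −N, 1710 were matched, 242 were found only in +N and 219 only in −N, and 0 matched peaks differed at least 2-fold. The 461 H3 differences were fewer than the 551 and 660 found between replicate arrays of 1 condition. For H3K4Me3, 1762 of 1921 peaks in +N were matched to 1 of 1893 in −N, 159 were found only in +N and 131 only in −N, and 4 matched peaks differed at least 2-fold, 2 in each direction. Their sum of 294 lay below the 374 and 483 found between replicates. Averaging lowers the noise, so these sums are not on a par with counts from single arrays. Single arrays of different conditions on different slides, as replicates are, gave 554 and 642 differences for H3 and 438 and 602 for H3K4Me3, more than the replicates on average for H3K4Me3 but not for H3, and those on 1 slide gave 470 and 644 for H3 and 326 and 368 for H3K4Me3. With all arrays kept, the count for H3 lay between 224, with dim probes left out, and 745, with peaks matched under 4 probes apart, and that for H3K4Me3 between 191, with dim probes left out, and 445, with single probes. The split between peaks higher in +N and in −N was 161 to 133 for H3K4Me3 and moved to 300 to 134 under normexp with loess and to 267 to 133 under normexp alone.

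**Figure D3:**
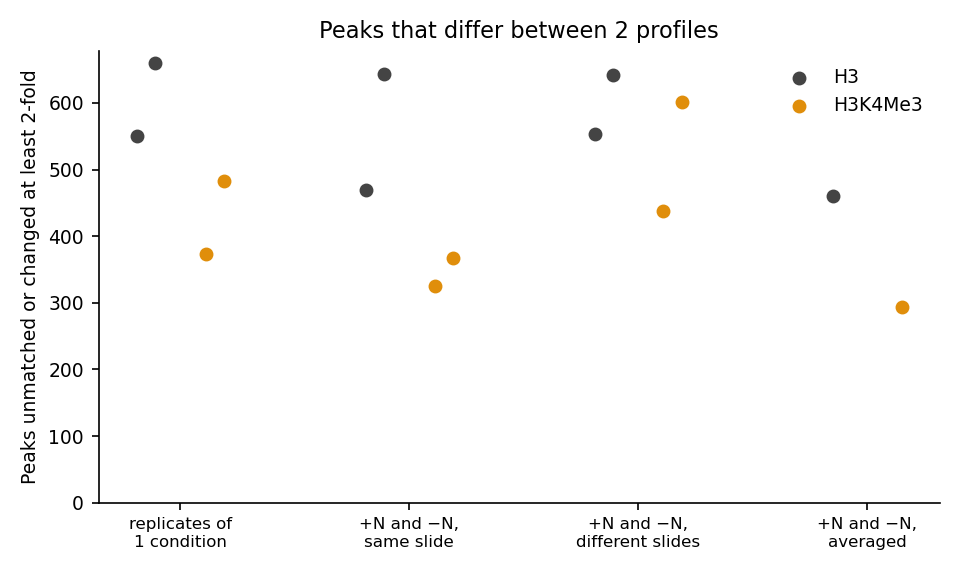
Number of peaks that were unmatched or differed at least 2-fold between 2 profiles, with a point per pair of arrays for replicates, +N and −N on 1 slide and +N and −N on different slides, and a point for the profiles averaged over replicates. The averaged profiles differ at 461 H3 and 294 H3K4Me3 peaks, and single H3K4Me3 arrays at 374 and 483 between replicates and at 438 and 602 between conditions on different slides.

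Sums of peak values in 200 kb bins asked whether either mark changed over large domains. None of the 64 bins passed the threshold in limma, without or with the block. An unadjusted p under 0.05 was found in 0 bins for both antibodies without the block, and in 0 H3 and 11 H3K4Me3 bins with the block. The mean sum per bin was 43.2 in +N and 41.0 in −N for H3, and 148 and 129 for H3K4Me3. The sum was higher in +N in 55 bins for H3 and 63 for H3K4Me3. Within slides, H3 was higher in +N in 60 bins on slide 1 and in 28 on slide 2, and H3K4Me3 in 53 and in 64. The H3K4Me3 direction depended on the scaling: after quantile normalization the sum was higher in +N in 23 of 64 bins. On slide 1 it was higher in 20 bins after quantile normalization, 8 with no centring and 24 under normexp with loess. There it was higher in 63 with 10th-percentile centring, 54 under normexp alone and 61 with background-subtracted signals. On slide 2 it was higher in 28 bins after quantile normalization and in 64 under each of the others. Without H3 +N replicate 2, 21 H3 bins passed with the other +N array against both −N arrays, all 21 of them higher in +N.

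A representative region, fixed in advance, is chromosome I from 1000000 to 1100000, with 313 windows and 45 genes. The profiles averaged per condition correlated with r = 0.961 for H3 and 0.959 for H3K4Me3 over its windows. It held 13 H3 peaks in +N and 16 in −N, and 17 H3K4Me3 peaks in each condition.

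**Figure D4:**
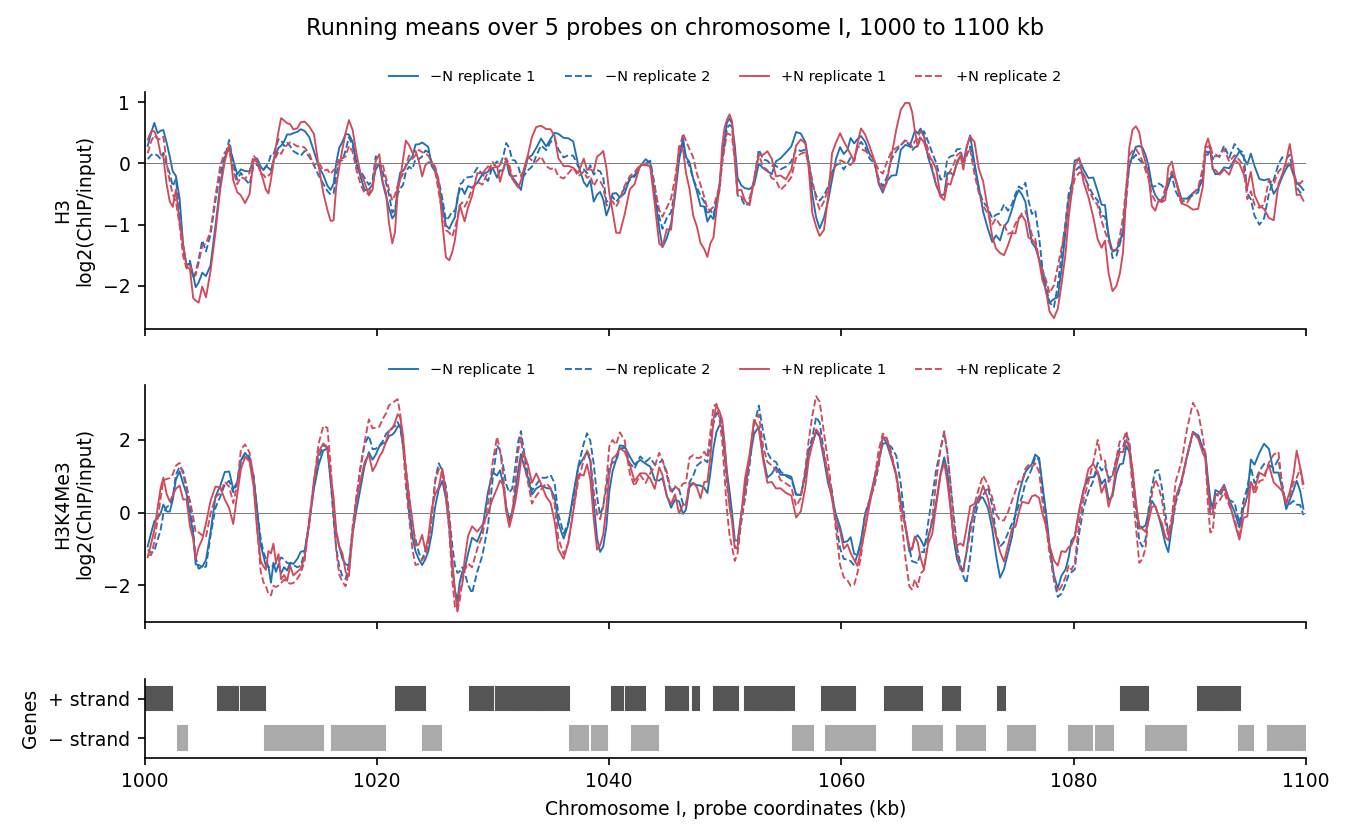
Running means over 5 probes of log2 ChIP over input for H3 (top) and H3K4Me3 (middle) on chromosome I from 1000000 to 1100000 (axis in kb), with 1 line per array (−N blue, +N red, replicate 1 solid, replicate 2 dashed), and protein-coding genes by strand (bottom). The 4 lines of each antibody rise and fall together, H3 between −2.53 and 0.99 and H3K4Me3 between −2.72 and 3.19.

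The last comparison asked whether genes that answer to nitrogen or act in meiosis changed as groups. The lists were nitrogen starvation response (8 of 13 genes lay in the annotated part with a value), mating pheromone response (9 of 10), early meiotic recombination (11 of 14) and cytosolic ribosomal proteins (115 of 131). Camera called 2 of 8 tests, both for ribosomal proteins. Their 5′ ends changed by 0.09 more than those of other genes for H3 (adjusted p 0.0203, higher in 4 of 4 array pairs) and by 0.13 more for H3K4Me3 (adjusted p 0.0355, higher in 3 of 4 array pairs). Neither call held under fry (adjusted p 0.653 for both) or with the correlation estimated from the data (0.709 for both). The fry test asks whether a list itself changed, while camera compares it with the other genes. Relative to other genes the list was higher on both slides, by 0.07 and 0.11 for H3 and by 0.09 and 0.17 for H3K4Me3. Without H3K4Me3 −N replicate 2 the H3K4Me3 difference was 0.03, and without H3 −N replicate 2 or H3 +N replicate 2 neither antibody passed.

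The other 6 tests gave adjusted p values from 0.207 to 0.559. For H3, nitrogen starvation genes differed from the others by 0.10, pheromone genes by 0.10 and recombination genes by −0.05. For H3K4Me3 the differences were −0.18, 0.10 and −0.21 in the same order. The sign of the nitrogen list for H3 flipped when dim probes were left out (−0.03) and without H3 +N replicate 1 (−0.03), that of the pheromone list flipped with background-subtracted signals for both antibodies (−0.05 and −0.03) and with normexp and loess for H3K4Me3 (−0.07). The median and mean change differed in sign for the nitrogen list in H3 (−0.05 and 0.08) and H3K4Me3 (−0.01 and 0.04) and for the pheromone list in H3 (−0.02 and 0.08), and camera's direction for the nitrogen list in H3K4Me3 was down although the mean was positive, as the other genes rose by 0.23 on average. For the recombination list in H3K4Me3 it was likewise down with a mean of 0.02 and a median of 0.05. With fry and the block, the pheromone list passed for H3K4Me3 (adjusted p 0.0157), which camera with the block did not call (0.474). The pass under fry does not show a change beyond that of the other genes, which rose by 0.23 on average. Relative to them, the list changed by 0.22 on slide 1 and by −0.02 on slide 2. Single genes of the lists that passed numbered 0 adjusted over all genes and 0 adjusted over the list alone. With the block, 1 pheromone gene and 4 ribosomal genes passed for H3K4Me3 by either adjustment, and 0 genes of any list did for H3. At the pheromone gene *prm1*, the H3K4Me3 log2 ratio was 0.26 and 1.45 in −N and 1.91 and 1.84 in +N, a change of 1.02 (SE 0.45, adjusted p 0.972, and 0.0202 with the block). Only the +N cells had been treated with pheromone, so changes in this list cannot be ascribed to nitrogen.

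The input channel enters every ratio. Against chromosome arms, input DNA within 50 kb of chromosome ends was higher in +N than in −N by 1.47 on the H3 arrays of slide 2 and by 0.06 on those of slide 1. The ratio of ChIP over input changed there by −0.18 for H3 and 0.04 for H3K4Me3 on slide 1, and by 0.16 for H3 and −0.19 for H3K4Me3 on slide 2, where the ChIP DNA had an excess of 1.63 on the H3 arrays and 1.36 on the H3K4Me3 arrays.

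**Figure D5:**
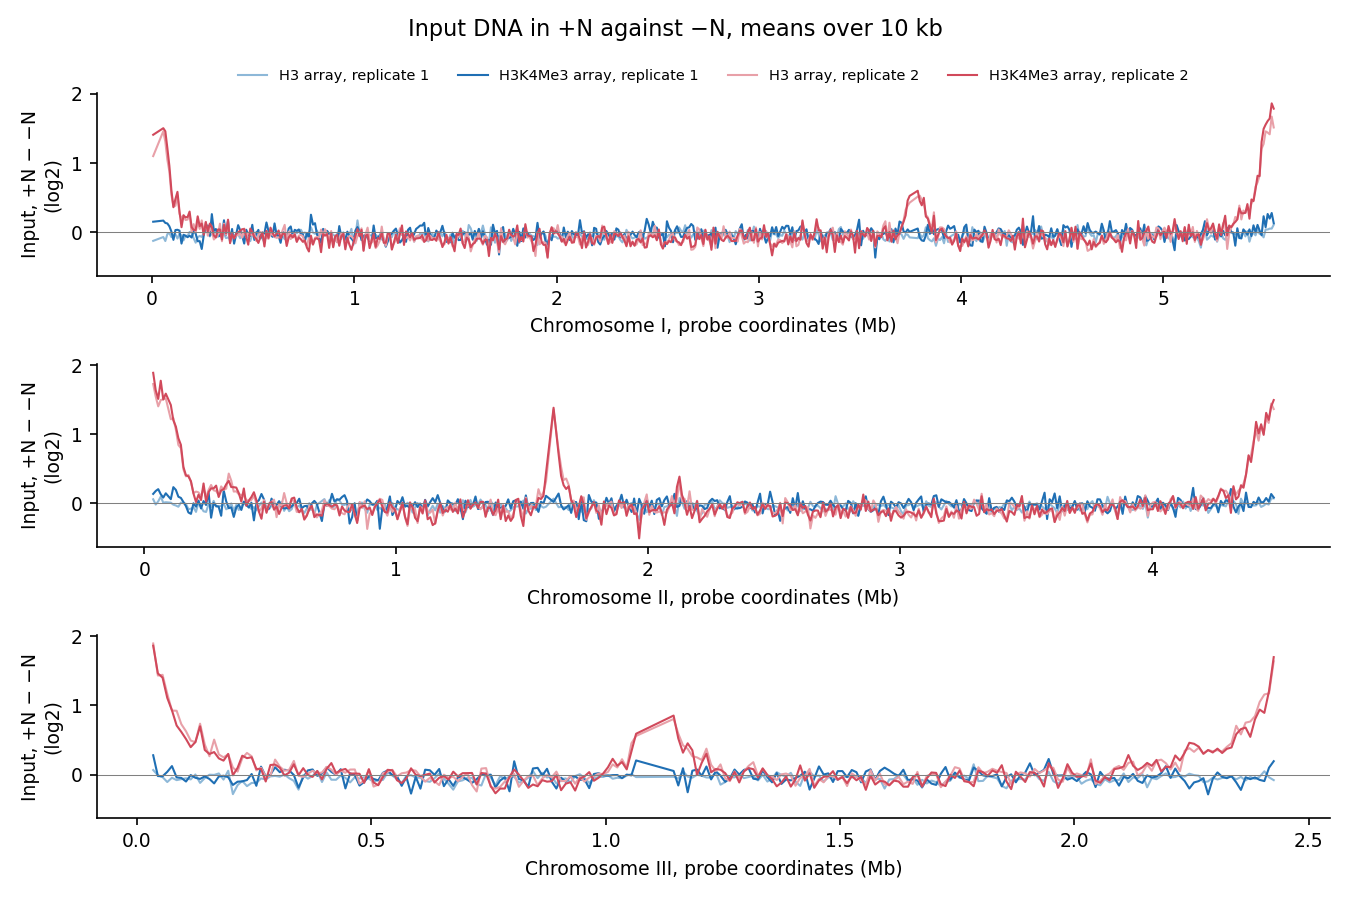
Difference in input signal between +N and −N (log2, means over 10 kb) along the 3 chromosomes in Mb of the probe coordinates, with 1 line per pair of arrays on 1 slide (replicate 1 blue, replicate 2 red, H3 arrays light, H3K4Me3 arrays dark). Replicate 2 rises at all 6 chromosome ends and near the centromeres, while replicate 1 stays near 0.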

Values the study reported

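The study described its microarrays as carrying 60-mer oligonucleotides at a resolution of about 250 nt. Its histone samples were collected 2 hr after inactivation of *pat1-114* for −N and 30 min after it for +N.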

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

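The tests on chromosome ends other than that of GC content, and the comparison of slides for mitochondrial DNA, were chosen only after the result was seen. Both signals were found in the input channel, which no comparison of the report tests on its own, and both were also looked for in the ChIP channel.

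Input DNA from chromosome ends was in excess in 1 of the 4 combinations of condition and replicate. In +N replicate 2, probes within 50 kb of the ends exceeded the chromosome arms by 1.47 on the log2 scale (2.78-fold) relative to −N replicate 2 on the H3 arrays, while the corresponding excess was 0.06 for replicate 1. Against its own arms, the signal of the ends was 1.38 in +N replicate 2 and −0.15 to −0.09 in the input of the other 3 H3 arrays. The excess ranged from 1.32 to 1.70 over the 6 ends on the H3 arrays, fell to 1.09 from 50 to 100 kb and to 0.45 from 100 to 200 kb, and was 0.40 within 50 kb of centromeres II and III. Several technical causes are argued against. The input on the H3K4Me3 arrays, hybridized separately, showed 1.56, which speaks against an accident of 1 array. The ChIP channel of the H3 arrays showed 1.63, which speaks against the input channel or its dye. After the GC trend of the arm probes was taken out, 1.45 remained. An excess of 1.09 was still present at 50 to 100 kb. How far sequence shared between the chromosome ends reaches was not measured, so this value cannot rule shared sequence out. Copying part of the genome a single time adds at most 1 on this scale over DNA that has not been copied, and 1.47 is above that; the limit would be higher if the arms but not the ends had been copied in all of the others. A difference in recovery remains open as well. The mating-type region on chromosome II from 2114482 to 2133394, a stretch of heterochromatin away from the ends, lay at the 98.8th percentile of 648 arm stretches with 49 probes (excess 0.25; 99.8th percentile in the H3K4Me3 array input). This is consistent with heterochromatic DNA having been sheared or recovered better in that preparation, as a hypothesis. Extra copies of the ends in that culture were not tested and stay open too. An effect of nitrogen stays open as untested, although by itself it would have to act in replicate 1 as well, where the excess was 0.06 on the H3 arrays and 0.13 on the H3K4Me3 arrays. In the ratio of ChIP over input most of the excess cancels, leaving 0.16 for H3 and −0.19 for H3K4Me3 on slide 2, against −0.18 and 0.04 on slide 1.

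Mitochondrial DNA was more abundant relative to nuclear DNA in the input of +N than of −N. The mean difference over the 4 pairs of arrays on 1 slide was 0.80 on the log2 scale (1.74-fold). It was higher in +N in 4 of 4 pairs, by 0.73 to 0.97, and the lowest, 0.73 on the H3 arrays of slide 2, speaks against a slide effect. The labels leave open whether the H3 and H3K4Me3 arrays of 1 replicate carry input of the same culture, so the 4 pairs may not be independent (the lowest was 0.73) and no test was run. Over nuclear bins, the input differences of the H3 and H3K4Me3 arrays correlated with 0.97 on slide 2. The pairs of slide 2 should therefore not be counted as separate cultures. On slide 1 the correlation was 0.21, which leaves the question open there. Probes of a GC content like that of the mitochondrial genome (2391 nuclear probes within 3 points of 30.1%) differed by 0.0073, which speaks against GC content. At most 11 of 66 mitochondrial spots were saturated in the input of any array, all such spots were on slide 1, with up to 11 on an array of +N and up to 4 on an array of −N, so saturation would hide part of a difference but not make one. In the ChIP channel, mitochondrial signal relative to nuclear signal was also higher in +N in 4 of 4 pairs, from −0.15 against −0.29 on the H3 arrays of slide 1 to 0.58 against −1.27 on the H3K4Me3 arrays of slide 2. A higher mitochondrial share of DNA in +N cells is a hypothesis that remains, and so does a different carry-over of mitochondria into the lysate. These inputs cannot separate them.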

How the results depend on the processing

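The alternatives that join the block to another signal, probe set or window, that leave out chromosome ends and centromeres, or that average replicates as ratios were chosen only after the results were seen. No gene list past the threshold changed its sign under an alternative. The single genes called for H3K4Me3 were not recomputed. Among values not past a threshold, the H3 difference in 5′ end excess of −0.02 became positive after quantile normalization (0.04), without H3 −N replicate 2 (0.03) and without H3 +N replicate 1 (0.08), and the number of bins with a higher H3K4Me3 sum in +N went from 63 to 23 of 64 after quantile normalization.

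The replicate number and the slide give the same block, and with either limma called 52 H3 windows and 2035 H3K4Me3 windows where the fit without it called 0, at an unadjusted p under 0.05 in 835 and 1585. The block takes out the difference between slides, and the variances of all windows are then pooled into 1. In the simulated data with changes of 1 and 2, the block fit called 48 and 79 H3 windows outside the changed stretches. Without the block these counts were 10 and 8. For H3K4Me3 they were 21 and 79 with the block, and 0 and 6 without it. All simulations held planted changes and gave every probe of an antibody the same spread, drawn independently. The 1 pooled variance was thus true of the simulated windows, which need not hold on the real arrays. These counts therefore cannot gauge the block fit there, and how many calls on the real arrays come from this construction stays open. The paired counts depended strongly on the signal. With the block, normexp without dye normalization gave 21 H3 and 42 H3K4Me3 windows (27 higher and 15 lower in +N), normexp and loess 70 and 0, background-subtracted signals 0 and 0, and quantile normalization 23 and 3552. Dim probes left out, which leaves fewer windows, gave 0 and 147, non-overlapping windows 7 and 207, and chromosome ends and centromeres left out 38 and 1766. The block changed no call for the interaction, the bins and the gene lists under camera. The cause of these differences between signals was not tested, and whether the same windows were called was not compared.

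Without the block, quantile normalization called 4 H3 windows (0 higher and 4 lower), and the H3K4Me3 and interaction counts stayed at 0 under every alternative without the block that keeps all arrays, with H3 at 0 under the rest of these. The number of gene lists past the threshold fell from 2 to 1 under normexp without dye normalization, no centring, 10th-percentile centring, quantile normalization and genes taken from 500 bp upstream to 500 bp downstream. It fell to 0 when dim probes were left out, under fry, and with the estimated correlation. The adjusted p for ribosomal proteins ranged from 0.00342 to 0.709 for H3 and from 0.00239 to 0.709 for H3K4Me3. Under fry and the estimated correlation the construction of the test is the cause, since the genes and values are the same. The fry test also asks another question, whether the list itself changed. For the others the cause was not tested. H3 peak differences numbered 224 with dim probes left out and 745 with a match under 4 probes, and H3K4Me3 peak differences numbered 191 with dim probes left out and 445 with single probes. Fewer probes leave fewer peaks, and a shorter match leaves more of them unmatched. Under the other alternatives these counts stayed within 1.5 times 461 and 294. The spread ratios lay between 0.876 and 0.987 for H3 and between 0.894 and 1.06 for H3K4Me3 over the alternatives that keep all arrays.

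Leaving out each array in turn leaves a condition with 1 array, which is then assumed to vary like the others. Without H3 +N replicate 2 that array is +N replicate 1, which differed from every other H3 array by more than those differed among themselves. H3 windows ranged from 0 to 503, the highest without H3 +N replicate 2, with 20 without H3 −N replicate 2 and 6 without H3 −N replicate 1. H3K4Me3 windows ranged from 0 to 5, with 5 without +N replicate 2 and 2 without +N replicate 1. H3 bins ranged from 0 to 21 and the H3 spread ratio from 0.770 to 1.45, both highest without H3 +N replicate 2. The H3K4Me3 spread ratio ranged from 0.816 to 1.26, highest without +N replicate 1. Gene lists ranged from 0 to 2, with 0 without H3 −N replicate 2 or H3 +N replicate 2 and 1 without H3K4Me3 −N replicate 2 or H3K4Me3 +N replicate 1. Peak differences ranged from 434 to 588 for H3 and from 294 to 390 for H3K4Me3, and the 5′ end excess difference from −0.12 to 0.08 and from 0.03 to 0.80.

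Of 245 comparisons for the 12 windows named, 212 kept their side of the threshold and 33 passed it, and the sign was never opposite, which for the alternatives that leave out an array follows from how the windows were chosen. Of 200 for the gene lists, 183 kept their side, 17 lost the call and 5, none of them called, had the opposite sign. Signal over background is a limit beside the number of arrays: 14755 of 37239 probes were well above background in both channels on all 8 arrays, and on slide 1 as few as 44.6% of H3K4Me3 ChIP spots were.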

Other observations

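Among the tests on H3K4Me3 differences, those of a trend with the level of the mark and of probes near background were chosen only after the result was seen.

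The +N minus −N differences in H3K4Me3 on slide 1 and slide 2 correlated over windows with r = 0.42, while those in H3 did not (−0.02). The slides hold separate replicates, and several causes were weighed. Taken from the ChIP channel alone it was 0.36, which argues against the input. It was 0.42 after the GC trend was taken out, 0.47 after a trend with the mean level, 0.47 over probes well above background on all arrays and 0.42 after the H3 difference of the same slide was taken out. A dye trend that depends on brightness stays open: after loess on the processed signals the correlation was 0.23, and under normexp and loess 0.02, but this step would also remove real differences that go with brightness, as ChIP enrichment does. With normexp alone it was 0.21, with background-subtracted signals 0.33 and with quantile normalization 0.48. A change in H3K4Me3 between the conditions at a set of places is a hypothesis that these values leave open beside the dye trend. The 134 windows that differed at least 2-fold in the same direction on both slides are an example.

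Ribosomal protein genes rose more than other genes in both H3 and H3K4Me3. The level of the genes does not account for it: among 10000 random lists matched on mean level, the mean change of the list lay at the 100th percentile for H3K4Me3, where matched lists averaged 0.24, and at the 100th for H3, where they averaged −0.03. These lists treat genes as independent and describe these arrays only, and no call held under fry, which tests a list's own change. Higher transcription of these genes in +N may be reflected in the mark, but no expression was measured here, and the cause of the H3 difference was not tested.

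Over 1222 bins of 10 kb, the +N minus −N difference in input, averaged over the H3 and H3K4Me3 arrays of a slide, correlated between slides with r = 0.25. Removing the GC trend gave 0.18 against 0.23 over the bins with a GC value, and removing a trend with brightness gave 0.28, so neither argues for a probe property as the whole cause. The correlation rested on chromosome ends and centromeres, since over 1052 bins of the arms it was 0.01. The differences in input of the H3 and H3K4Me3 arrays correlated with 0.97 on slide 2 and 0.21 on slide 1, with an SD over bins of 0.29 and 0.05 on the H3 arrays. No difference in copy number between the conditions along the arms, such as one from replication in progress, was detectable in common between the slides.

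H3 and H3K4Me3 ratios of the same condition and replicate, which are centred separately, were weakly and negatively correlated over windows, with r between −0.21 and −0.13. The H3 and H3K4Me3 differences between +N and −N correlated with 0.12 on slide 1 and 0.29 on slide 2.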
